# Genome-Wide Nucleosome Positioning Is Orchestrated by Genomic Regions Associated with DNase I Hypersensitivity in Rice

**DOI:** 10.1371/journal.pgen.1004378

**Published:** 2014-05-22

**Authors:** Yufeng Wu, Wenli Zhang, Jiming Jiang

## Abstract

Nucleosome positioning dictates the DNA accessibility for regulatory proteins, and thus is critical for gene expression and regulation. It has been well documented that only a subset of nucleosomes are reproducibly positioned in eukaryotic genomes. The most prominent example of phased nucleosomes is the context of genes, where phased nucleosomes flank the transcriptional starts sites (TSSs). It is unclear, however, what factors determine nucleosome positioning in regions that are not close to genes. We mapped both nucleosome positioning and DNase I hypersensitive site (DHS) datasets across the rice genome. We discovered that DHSs located in a variety of contexts, both genic and intergenic, were flanked by strongly phased nucleosome arrays. Phased nucleosomes were also found to flank DHSs in the human genome. Our results suggest the barrier model may represent a general feature of nucleosome organization in eukaryote genomes. Specifically, regions bound with regulatory proteins, including intergenic regions, can serve as barriers that organize phased nucleosome arrays on both sides. Our results also suggest that rice DHSs often span a single, phased nucleosome, similar to the H2A.Z-containing nucleosomes observed in DHSs in the human genome.

## Author Summary

The fundamental unit of chromatin is the nucleosome, which consists of 147 bp of DNA wrapped around a histone octamer containing four core histones (H3, H4, H2A, and H2B). Nucleosome positioning in the genome affects the DNA accessibility for regulatory proteins, and thus is critical for gene expression and regulation. Genomic regions associated with regulatory proteins are associated with a pronounced sensitivity to DNase I digestion, and are thus called DNase I hypersensitive sites (DHSs). It is well known that only a subset of nucleosomes are reproducibly positioned in eukaryotic genomes. However, it is less clear what factors determine genome-wide nucleosome positioning, especially in intergenic regions. We mapped both nucleosome positioning and DHS datasets across the rice genome. We discovered that DHSs located in a variety of contexts, both genic and intergenic, were flanked by strongly phased nucleosome arrays. We confirmed the same association of DHSs with phased nucleosomes in the human genome. We conclude that genomic loci associated with a diverse set of regulatory proteins are major determinants of nucleosome phasing, and this is true in both genic and intergenic regions.

## Introduction

The fundamental unit of chromatin is the nucleosome, which consists of 147 bp of DNA wrapped around a histone octamer containing four core histones (H3, H4, H2A, and H2B) [1]. Since the DNA has to bend sharply around the surface of the histone octamer, flexible or intrinsically curved sequences are favorable for nucleosome formation [2]. In contrast, poly(dA:dT) stretches, which are intrinsically stiff, have been shown to be unfavorable for nucleosome formation and are more enriched in linker sequences [3]–[5]. The intrinsic properties of poly(dA:dT) are also important for nucleosome depeltion, promoter accessibility and transcriptional activity [6]. *In vitro* nucleosome assembly studies in yeast (*Saccharomyces cerevisiae*) and *Caenorhabditis elegans* have confirmed the DNA sequence preferences in nucleosome formation [7], [8]. However, nucleosome organization *in vivo* is determined by several factors that can override the sequence preferences, including gene transcription, action of nucleosome remodeling complexes, and presence of histone variants and histone modifications [2], [6]. In fact, a sequence preference-based model could only explain ∼50% of the *in vivo* nucleosome positions in *S. cerevisiae* [9]. Similarly, only 20% of the human genome is occupied by preferentially positioned nucleosomes [5]. It is important to take such numbers with caution, however, as the calculations are affected by the sequencing methodology and the cell/tissue types used in analysis [10].

Relationships between nucleosome organization and gene expression have been well demonstrated in several model eukaryotes. Phased nucleosome arrays have been observed on both sides of the promoters of active genes [5], [8], [11]–[15]. The promoter itself was traditionally considered to be nucleosome free or depleted, producing what is often called a “nucleosome-free region” (NFR). The first nucleosome downstream and upstream of the promoter are named +1 and −1 nucleosomes, respectively. Nucleosomes after the +1 or before the −1 nucleosome become progressively less phased. Nucleosome positioning in the human genome appears to correlate with the levels of Pol II in the promoter region: better phasing is observed with higher levels of Pol II and less phasing with lower levels of Pol II [13]. So far, the majority of the nucleosome organization studies have been focused on genomic regions associated with transcription. It is unclear, however, what factors determine nucleosome positioning in intergenic regions.

Rice (*Oryza sativa*) has been used as model species for plant genome research. The rice genome is relatively small (∼400 Mb) and is one of the best sequenced genomes in higher eukaryotes [16]. Various genome-wide genomic and epigenomic datasets have been developed in rice [17]–[22]. Thus, rice provides an excellent model system for nucleosome positioning studies. We generated genome-wide nucleosome positioning data in rice. We mapped both nucleosome positioning and DNase I hypersensitive site (DHS) datasets in the rice genome. We discovered that DHSs associated with different genomic regions, including promoters, genes, and intergenic regions, were all flanked by strongly phased nucleosome arrays. Our results support the barrier model for nucleosome organization. The DHSs, which are likely bound to regulatory proteins, can serve as the barriers to organize phased nucleosome arrays on both sides. Thus, genome-wide nucleosome positioning appears to be orchestrated by genomic regions associated with regulatory proteins.

## Results

### Rice DHSs were flanked by phased nucleosomes

DHSs are markers of regulatory DNA and span all classes of *cis*-regulatory elements, including promoters, enhancers, insulators, silencers and locus control regions [23]. We applied a strategy of mapping both nucleosome positioning and DHS datasets to examine whether nucleosome positioning is associated with all *cis*-regulatory elements across the rice genome. All datasets used in the analysis were developed using rice leaf tissue at the same developmental stage (see Materials and Methods). Rice chromatin was digested by micrococcal nuclease (MNase) into mono-nucleosome size. Mono-nucleosomal DNA was isolated and sequenced (MNase-seq) using Illumina sequencing platforms. 

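MNase cuts the linker DNA between nucleosomes, so the 5' end of a read from mono-nucleosomal DNA marks the edge of a nucleosome. The single-end reads came from leaf tissue of 2-week-old rice seedlings. They belong to 1 biological replicate that was sequenced as 2 technical replicates. The authors aligned the 36-bp reads to the rice genome (TIGR release 5) with MAQ, allowed 1 mismatch, and kept reads with a unique position. They deposited the positions of the reads of both technical replicates together, with no mark that tells the 2 apart. The deposited positions held 26516807 reads, of which 13262049 mapped to the forward strand and 13254758 to the reverse strand. The 12 chromosomes held between 1586786 and 3198147 reads each. The density over both strands was 71.3 reads per kb. Chromosome 3 had the most reads per Mb (77381) and chromosome 12 the fewest (67614). Of all reads, 14.5% repeated the position and strand of another read, and this share lay between 14.3% and 14.9% on every chromosome. All reads were used unless stated otherwise, and each read was reduced to its 5' end. With 1 biological replicate there was no replicate error, so errors below describe the spread over regions or chromosomes of this library.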

We obtained a total of 38 million (M) single-end reads from our first MNase-seq experiment and mapped ∼26 M to unique positions in the rice genome. We also conducted pair-end sequencing of an independent MNase-seq library, obtained 274 M paired-end reads, and mapped ∼231 M read pairs to unique positions in the rice genome.

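From the paired-end library, the second biological replicate, the nucleosome calls that the authors made with nucleR were used. The read pairs were not analysed here. For these calls the authors removed fragments longer than 200 bp, trimmed the others to the middle 40 bp and transformed the dyad positions by Fast Fourier Transform. The deposited list held 3456855 calls, each with an end position 120 bp above its start position and a score from nucleR. The score is the authors' own value for each call and was used only to rank or filter calls. It had a median of 0.469, and 10% of the calls scored 0.700 or more. Of the calls, 76.8% overlapped the next call, and the summed length of all calls was 112% of the genome length. The 2 libraries were compared by counting single-end reads whose 5' end, moved by 73 bp to the centre of the nucleosome, lay within 20 bp of the centre of a call. A random position would have 2.92 such reads on average, and the calls had 4.23 ± 4.23 (SD over calls). The 10% of calls with the lowest score had 1.87 ± 1.83 reads and the 10% with the highest score had 8.87 ± 6.74. Across calls, which are not independent replicates, Spearman's rho between score and read number was 0.417, with values from 0.344 to 0.503 on single chromosomes. Restricting the comparison to the 286613 calls that overlapped no other call raised rho to 0.542.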

We previously identified a total of 97,975 DHSs (leaf tissue) in the rice genome [24]. We grouped these DHSs into five categories based on their locations in the genome: 13,272 in proximal promoters (within 200 bp upstream of a TSS), 13,607 in distal promoters (200–1000 bp upstream of a TSS), 25,922 within genes, 4,249 in downstream regions of genes (within 200 bp downstream of the end of transcription), and the remaining 41,602 in intergenic regions. We then aligned both DNase-seq and MNase-seq reads to the rice genome. Strikingly, we observed peaks of read alignments oscillating from both sides of DHSs, indicating the presence of regularly spaced, phased nucleosomes. This phenomenon was evident both in forward and reverse oriented reads (represented by positions of their 5' ends) and in both single-end reads (Figure 1) and paired-end reads (Figure S1). The highest amplitudes of the oscillations were immediately adjacent to boundaries of the DHSs, suggesting that the nucleosomes close to the DHSs were more phased than those far from the DHSs. 

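The 5' ends of single-end reads were counted in 20-bp windows within 1 kb of the centres of 10000 randomly selected regions. The mean level was 0.00266 RPM per bp, counted over the reads of the strand, on the forward strand and 0.00267 on the reverse strand. Counted over the reads of both strands, the level was 0.00133 on either strand. Oscillation was measured as the amplitude at periods near the spacing of nucleosomes, relative to the mean of the profile. It was tested one-sided by shifting the profile of each region at random 100000 times. The amplitude was 1.21% on the forward strand (permutation p = 0.025, Benjamini-Hochberg adjusted p = 0.05 over the 2 strands) and 0.979% on the reverse strand (p = 0.19, adjusted p = 0.19). The shifted profiles had mean amplitudes of 0.816% and 0.815%. In 10 other draws of 10000 regions, the permutation p ranged from 0.11 to 0.94 on the 2 strands, so that 1 of 22 strand profiles had a p under 0.05. Its adjusted p over the 22 profiles was 0.55. Random positions are not aligned on any feature by construction, so these tests measure chance variation. With 100000 regions, where shifted profiles had mean amplitudes of 0.256% and 0.257%, the amplitude was 0.289% on the forward strand (permutation p = 0.28) and 0.197% on the reverse strand (permutation p = 0.85).
The same reads were then aligned on 10000 nucleosome calls drawn from the 10% of calls with the highest score in the paired-end library. The amplitude was 24.3% on the forward strand and 24.6% on the reverse strand. In both cases the permutation p was 1e-05, the smallest that the shifts can give. The maximum at the call itself is part of these profiles, so the test alone cannot show oscillation beside the call. For read centres, the swing from maximum to minimum was 48.2% of the mean at 185 bp and 23.2% at 375 bp (bootstrap SD 0.892 and 0.886). Around random regions it was 1.56% at 155 bp and 2.07% at 325 bp (bootstrap SD 0.720 and 0.743). The highest window reached 0.00949 RPM per bp on the forward strand, 70 bp before the centre. It reached 0.00973 on the reverse strand, 70 bp after the centre. With calls of any score, the amplitude was 4.76% and 4.55% on the 2 strands (permutation p = 1e-05 for each), again with the maximum at the call included.

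**Figure D1:**
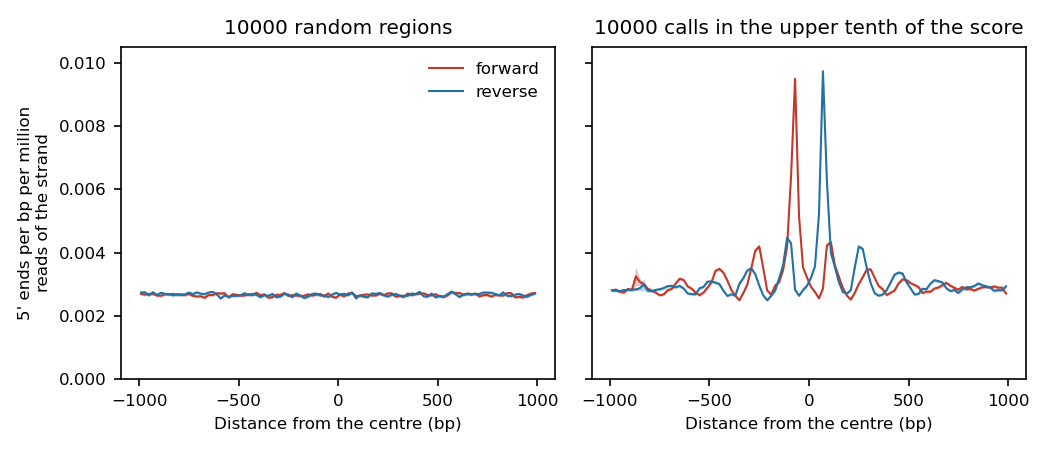
Mean number of 5' ends of single-end MNase-seq reads (RPM per bp, over the reads of the strand), by distance from the centre (bp), around 10000 random regions (left) and 10000 nucleosome calls of the paired-end library (right). Lines are means over regions for forward and reverse reads, and bands are 1 standard error, widest at -870 bp on the forward strand around the calls (0.000292). The profile of random regions stays near 0.00266, and that of the calls rises to 0.00949 on the forward strand.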

Phased nucleosomes were not observed in regions flanking randomly selected genomic regions (Figure 1F). The pattern of phased nucleosome arrays surrounding the DHSs is highly similar to the phased nucleosomes surrounding the promoters of active genes reported in model animal species [5], [11], [13].

**Figure 1:**
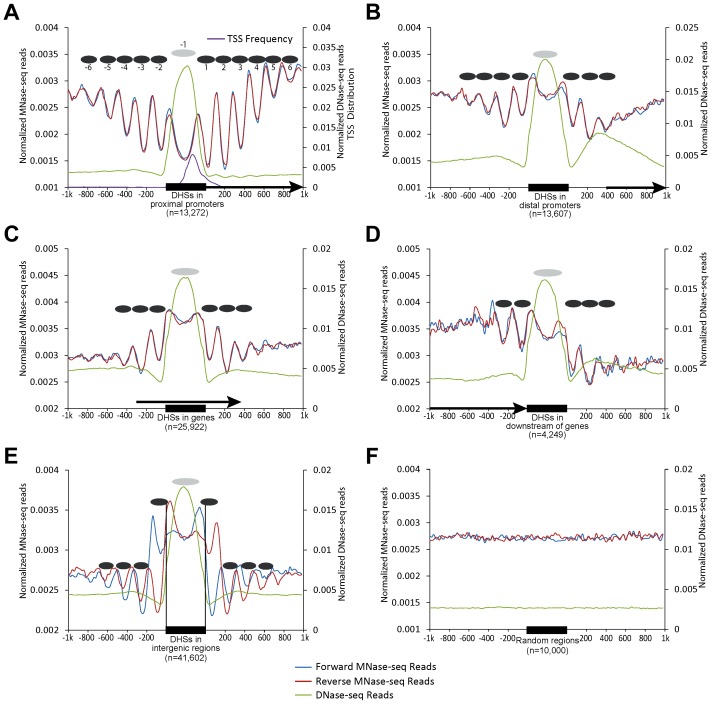
Patterns of nucleosome positioning around DHSs in the rice genome. The nucleosome positioning profiles were shown around the DHSs located in (A) proximal promoters (within 200 bp upstream of a TSS); (B) distal promoters (200–1000 bp upstream of a TSS); (C) within genes; (D) downstream regions of genes (within 200 bp downstream of gene transcription); (E) intergenic regions and (F) 10,000 randomly selected genomic regions. Y-axes show normalized reads (read number in per bp genome in per million reads) within 1 kb upstream and downstream around the DHSs. Ellipses indicate the nucleosomes within (grey) and outside (black) of DHSs. Arrows in (A–D) indicate the direction of gene transcription. Single-end MNase-seq reads were used in mapping nucleosome positioning.

### Phased nucleosomes flanked both sides of transcription start sites (TSSs)

We also examined nucleosome phasing surrounding TSSs in the rice genome independently of DHSs. Clearly-phased nucleosomes were detected downstream of TSSs of expressed genes (Figure 2A), but not downstream of TSSs of non-expressed genes (Figure 2B), similar to the patterns observed in human and yeast genomes [5], [11], [13]. However, phased nucleosomes were not detected upstream of TSSs of expressed genes (Figure 2A), although phased nucleosomes were detected on both sides of the promoter DHSs (Figures 1A, 1B). In contrast, phased nucleosomes were observed on both sides of TSSs in human and yeast genomes [5], [11], [13].

**Figure 2:**
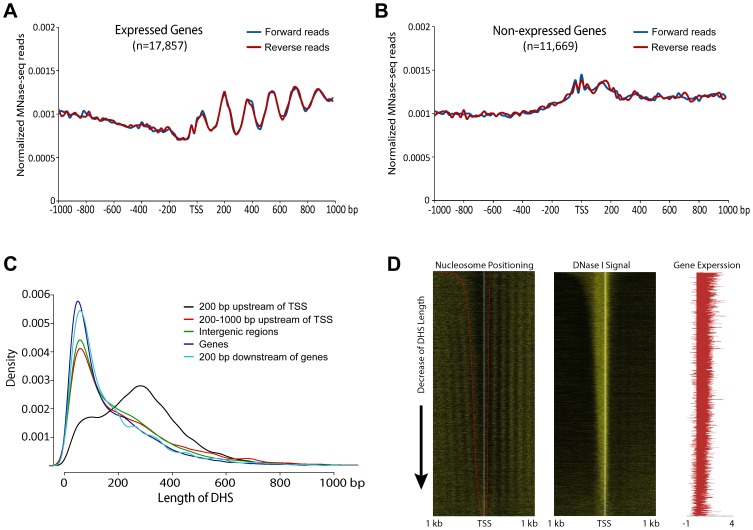
Phased nucleosome arrays flanked TSSs of rice genes. (A) Nucleosome positioning profile associated with active genes. Phased nucleosome arrays are detectable after the TSSs. (B) Nucleosome positioning profile associated with non-expressed genes. Phased nucleosome arrays are detected on either side of the TSSs. (C) Distribution of DHS length for five different DHS categories. Note: the length of DHSs associated with proximal promoters (black line) are more variable than the lengths of other DHSs. (D) Heatmap of nucleosome positioning associated with active genes. Left panel: All expressed genes were sorted by the length of DHSs located in proximal promoters. The 5′ ends of the MNase-seq reads were mapped within 1 kb upstream and 1 kb downstream of the TSS of each gene to show the boundaries of nucleosomes core and linker. The red line on the left heatmap indicates the boundaries of DHSs. With the same order of the genes as in the left panel, the 5′ ends of DNase-seq reads (middle panel) and the fragments per kilobase of exon per million fragments mapped (FPKM) value log10 transformation (right panel) were mapped to show the DNase I sensitivity and the expression level of each gene, respectively.

We noticed that the average lengths of most DHSs in different genomic regions, except for those located in proximal promoters, were similar in the rice genome, with ∼50% DHSs in the size of 35–150 bp. In contrast, the lengths of DHSs in proximal promoters were more variable, including ∼79% DHSs >150 bp (Figure 2C). We suspected that the variable lengths of the DHSs in proximal promoters may mask the detection of nucleosome phasing in front of TSSs. We sorted the DHSs in proximal promoters based on lengths and examined the nucleosome positioning of all active genes associated with these DHSs. Phased nucleosomes were observed on both upstream and downstream of the TSSs of these genes (Figure 2D), which confirmed our prediction.

### Phased nucleosomes associated with IPA1-binding sites

We wanted to examine if phased nucleosomes are associated with the binding sites of specific rice transcription factors. IDEAL PLANT ARCHITECTURE1 (IPA1), a member of the SPL transcription factor family, is a key regulator in determining plant architecture and enhancing grain yield in rice [25]. A genome-wide IPA1-binding site map has recently been developed using ChIP-seq method and shoot apices tissue from 4-week-old rice seedling [26]. We found that 87.8% of the IPA1-binding sites (5,298 of 6,032) are associated with DHSs, despite of the fact that the DHS data was developed from 2-week-old seedling tissue [24]. An IPA1-binding site was considered to be flanked by phased nucleosome if the ±50 bp regions of the site overlap with a phased nucleosome. Under this criteria, 33.2% (1,757 of 5,298) of the IPA1-binding sites were flanked by phased nucleosomes (see an example in Figure 3), which is significantly higher than the frequency observed from 5,298 randomly selected regions (24.3%, binomial test, *p*<0.001). In addition, 5,197 and 2,898 of the IPA1-binding sites contain the IPA1-binding motif, GTAC, and another over-represented motif, TGGGC[C/T], respectively [26]. 

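The IPA1-binding sites were not analysed here, and the share of random regions was measured from the deposited nucleosome calls. Random positions on the 12 chromosomes were extended by 50 bp to each side, and a region was counted when it overlapped a call by 1 bp or more. Over 1000 draws of 5298 regions, 91.1% ± 0.398 (SD over draws) of the regions overlapped a call. The 95% Clopper-Pearson interval for 5298 regions was 90.3% to 91.8%, which covers counting error only. The share depended most on the score required of a call. It was 68.2% ± 0.664 with the 50% of calls with the highest score, 40.6% ± 0.663 with the highest 25% and 19.0% ± 0.548 with the highest 10%. The paper's count, 1757 of 5298 sites, is 33.2% with a Clopper-Pearson interval of 31.9% to 34.4%. The sites were not recounted at these scores, so the shares above do not show how the sites compare with random regions. The paper's text does not name a score for a phased nucleosome. Against the paper's own share of random regions, 24.3%, a two-sided exact binomial test of the paper's count gave p = 8.7e-48. The test takes 24.3% as exact and leaves out the counting error of the paper's 5298 random regions, so this p is too small. From the comparison of 33.2% with 24.3% the paper states that the frequency at IPA1-binding sites was higher than at random regions.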

We found that 33.1% of the GTAC-containing sites and 36.2% of the TGGGC[C/T]-containing sites were flanked by phased nucleosomes under the same criteria.

**Figure 3:**
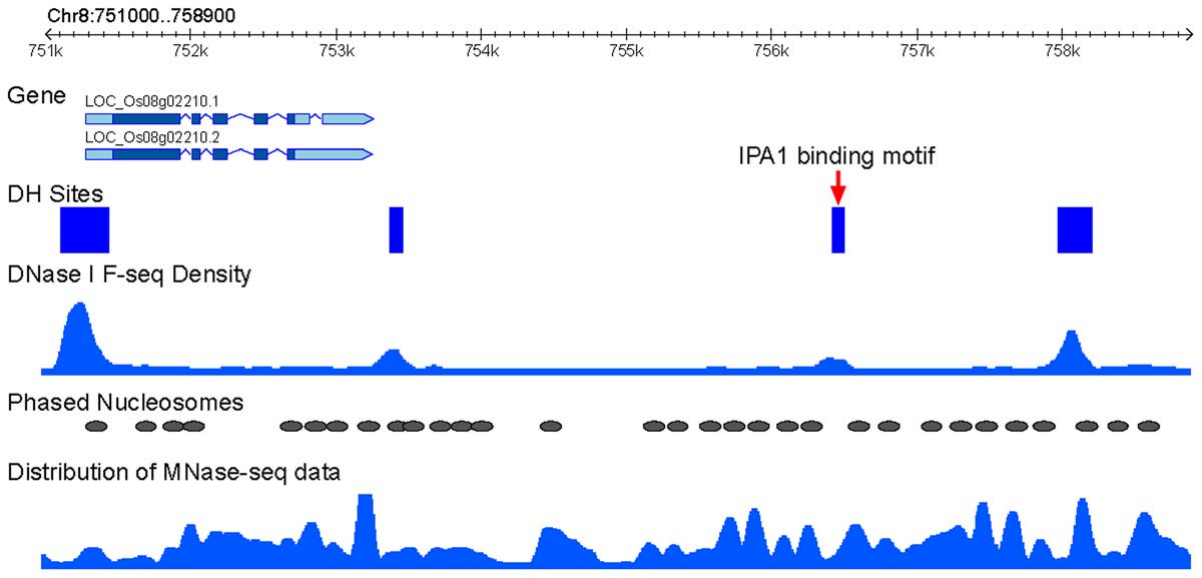
Association IPA1-binding sites with phased nucleosomes. An example of phased nucleosome arrays that flank an intergenic IPA1-binding site on rice chromosome 8. This binding site is overlapped with a DHS (red arrow). The distribution of MNase-seq data (dyad density calculated from paired-end reads by NucleR) and DNase-seq data (density calculated by F-seq) were used to present the nucleosome and DHS positions. Phased nucleosomes and DHS regions were also schematically marked.

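At the coordinates labelled in Fig. 3, the 7.9-kb region held the centres of 62 nucleosome calls. This number was at the 14th percentile of 10000 random windows of the same length on chromosome 8, which had a median of 74. The density track drawn in Fig. 3 did not follow the single-end reads there (correlation -0.278). Compared with every place in the genome, the track correlated best with a place on chromosome 8 (0.710), and the best place on any other chromosome reached 0.588. The region was therefore also placed 6328 bp nearer to the start of the chromosome, from 744672 to 752572 in the coordinates of the deposited calls (TIGR release 5). This placement was chosen after seeing the data. It rests on the density track, which alone gave 6287 bp, and on the drawn nucleosomes, which moved it by 41 bp.
There the region held 74 calls, at the 50.6th percentile of the random windows, and 470 single-end reads, at the 35.7th percentile. The mean distance between the centres of adjacent calls was 107 ± 67.2 bp (SD over distances). At this placement the DHS under the red arrow fell into a gap of 179 bp between 2 calls. The gap held the 5' ends of 15 single-end reads. A 5' end marks the edge of a nucleosome, so these reads may belong to nucleosomes beside the gap. The smoothed density of read centres inside the DHS ran from 4.70 per kb at 750172 to 45.0 per kb at 750112. It was 240 per kb at 749952, near the centre of the call to the left. In the call to the right it was 28.9 per kb at 750252, near the centre, and 47.4 per kb at 750302. These values do not set the DHS above or below the call to the right. The call to the left ran from 749891 to 750011 with a score of 0.714, and the call to the right from 750191 to 750311 with a score of 0.582. With the offset from the density track alone, 33 bp of the DHS would lie inside the call to the right. Among the next calls, 3 to the left had scores of 0.647, 0.724 and 0.628 and were centred at 749792, 749582 and 749410, and another among them, centred at 749729, had a score of 0.180. To the right, a call centred at 750315 with a score of 0.571 overlapped the one beside the gap, and calls centred at 750431 and 750492 scored 0.272 and 0.580. Further out, calls with low scores followed, at 749339 on the left (0.265) and at 750615 and 750691 on the right (0.311 and 0.353). The gene shown beside the region, LOC_Os08g02210, was not placed, since gene positions on this build were not used here. The scores and positions are the authors' values for 1 library and carry no replicate error.

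**Figure D2:**
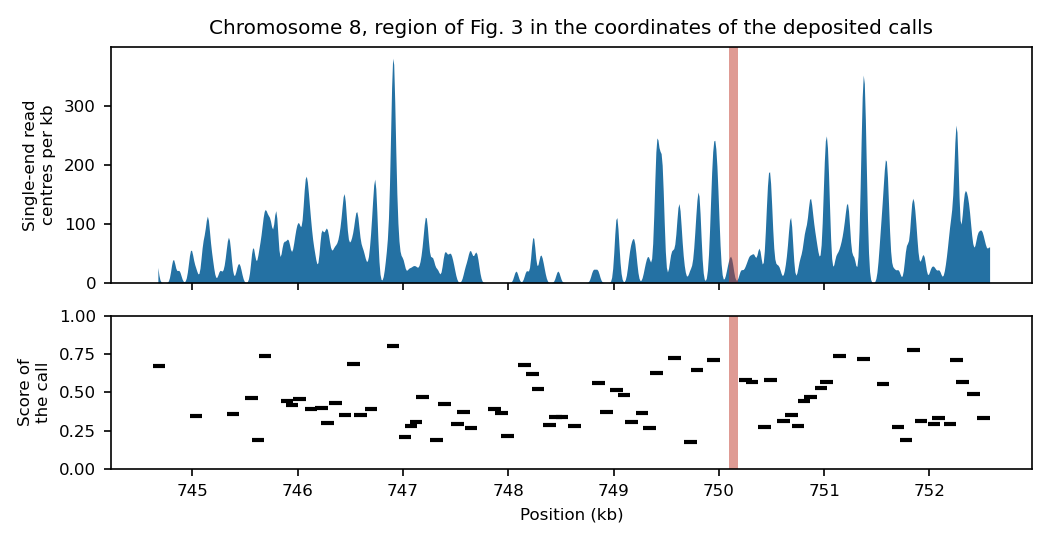
Centres of single-end MNase-seq reads per kb (top, Gaussian smoothing with an SD of 20 bp) and deposited nucleosome calls by score (bottom) against position on chromosome 8 (kb). Each bar spans 1 call, and the red band is the DHS of Fig. 3 at the placement given in the text. The band lies in the gap of 179 bp between calls.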

### A predicted nucleosome spanned by rice DHSs

Mapping of both DNase-seq and MNase-seq datasets revealed peaked MNase-seq reads from both forward and reverse strands on both sides of DHSs (Figures 1A–1D). These results suggest that the DHS regions, although highly sensitive to DNase I cleavage, may span a structure that is more inhibitory to MNase digestion than the DHS-flanking regions. The most likely candidate for this predicted structure is a phased nucleosome within each DHS. This predicted nucleosome partially overlapped with the TSSs in proximal promoters (Figure 1A). We named this predicted nucleosome as “-1 nucleosome” because of its location in front of the TSS. The mapping results and our prediction are in agreement with a recent report that active promoters and other regulatory regions in the human genome are not nucleosome free, but are enriched with special nucleosomes containing both of the widely conserved histone variants H3.3 and H2A.Z [27]. These regions were previously considered as “nucleosome free” because nucleosomes carrying both H3.3 and H2A.Z are unusually unstable under the conditions that were commonly used for nucleosome preparation [27], [28]. This instability is believed to facilitate the access of transcription factors and regulatory proteins [27]. Nucleosome formation in promoters was detected during the activation of the zygotic genome of zebrafish [29].

The DHSs in intergenic regions were associated with a unique nucleosomal positioning pattern. The intergenic DHSs lacked the forward MNase-seq peak and the reverse MNase-seq peak, respectively, on the two sides of the DHSs (Figure 1E), suggesting that either these DHSs lack nucleosomes or the nucleosomes are poorly phased. Thus, intergenic DHSs are likely more dynamic with nucleosome occupation, which could mask the identification of a positioned nucleosome. Intergenic DHSs are highly enriched with enhancers in mammalian species [23], [30]. Thus, many of these regions may be associated with regulatory proteins in a cell type-specific manner, which would also mask the identification of positioned nucleosomes in datasets generated from tissues with mixed cell types, such as leaf. We previously demonstrated that rice DHSs generally lack histone modification marks associated with histone H3. However, intergenic DHSs were uniquely enriched with H3K27me3, suggesting a dynamic nucleosome occupation in these regions [24].

### Positioning of the -1 nucleosome relative to DHSs with different lengths in proximal promoters

Since the DHSs in proximal promoters were more variable in lengths (Figure 2C), we further investigated the positions of the -1 nucleosomes relative to the DHSs with different lengths. We divided the DHSs into five different groups based on their lengths (320–480 bp, 200–320 bp, 140–200 bp, 80–140 bp, and 20–80 bp, respectively). DHSs within the same group were aligned by their 5' ends. All DHSs with a length >140 bp showed a similar nucleosomal positioning pattern (Figures 4A, 4B, 4C). These DHSs appeared to span a single, phased nucleosome, although the DNA length of the DHSs in 320–480 bp is close to two nucleosomes, which may reflect nucleosomes with longer linkers, or nucleosomes tightly associated with other regulatory proteins. These results indicate that the -1 nucleosome in these promoters can accommodate variable amounts of DNA, perhaps reflecting the existence of diverse proteins that interact tightly with the -1 nucleosome or with promoter DNA.

**Figure 4:**
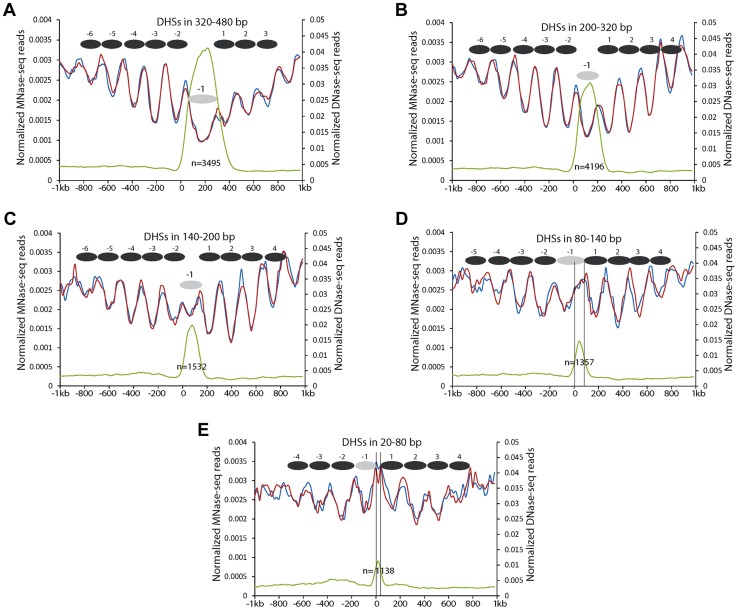
Nucleosome positioning profiles associated with DHSs with different lengths in proximal promoters. (A) DHSs in 320–480 bp. (B) DHSs in 200–320 bp. (C) DHSs in 140–200 bp. (D) DHSs in 80–140 bp. (E) DHSs in 20–80 bp. Y-axes show normalized reads of DNase-seq and MNase-seq. Zero on the X-axis indicates the boundary of DHSs toward short arm of the chromosomes. Black ellipses indicate the inferred nucleosomes. Grey ellipses indicate -1 nucleosomes within DHSs. Black vertical lines in (d, e) indicate the left and right boundaries of the DHSs inferred by DNase-seq reads.

The sizes of 2,495 DHSs (out of 11,718) in proximal promoters were <140 bp, which is shorter than the sequences required to wrap a single nucleosome. These DHSs did not appear to span a nucleosome, but appeared to be enriched in the 3′ portion of the -1 nucleosome (Figure 4D) or were located between the -1 and +1 nucleosome (Figure 4E). Thus, the small DHSs tend to be located in the linker regions. The levels of DNase I sensitivity within these small DHSs were clearly lower than those of the DHSs >140 bp (Figure 4).

### Longer linker between phased nucleosomes in intergenic regions

We observed a superposition between the forward and reverse MNase-seq reads in genic and promoter regions, which indicates very little or no space between 5' ends of forward and reverse oriented reads (Figures 1A–1C). However, a clear shift between the forward and reverse reads was observed in intergenic regions (Figure 1E). We wondered if this shift was caused by longer linkers that connect the phased intergenic nucleosomes (Figure S2). We investigated the lengths of linkers between phased nucleosomes associated with different genomic regions. We used paired MNase-seq reads and employed 1-bp resolution to calculate the distribution of forward and reverse MNase-seq reads rather than using the 20-bp windows that we used for the other analyses. We measured the distance between maxima of adjacent peaks from reverse to forward strand, respectively, to estimate the length of the linkers between two adjacent nucleosomes. Assuming a constant nucleosome core DNA length of 147 bp, the average length of linkers between two phased nucleosomes in intergenic regions was 35.3 bp, which was significantly longer than the average lengths of linkers between two adjacent nucleosomes within genes (8.1 bp) and in proximal promoters (8.5 bp) (Figure 5A, *p*<0.005, Kolmogorov–Smirnov test). We also calculated linker lengths in the human genome using human MNase-seq data [13], and found a similar pattern as in rice: the linker length in intergenic regions in the human genome was 38.7 bp, compared to only ∼11.5 bp and 10.1 bp, respectively, for the linkers in proximal promoters and genic regions (Figure 5A).

**Figure 5:**
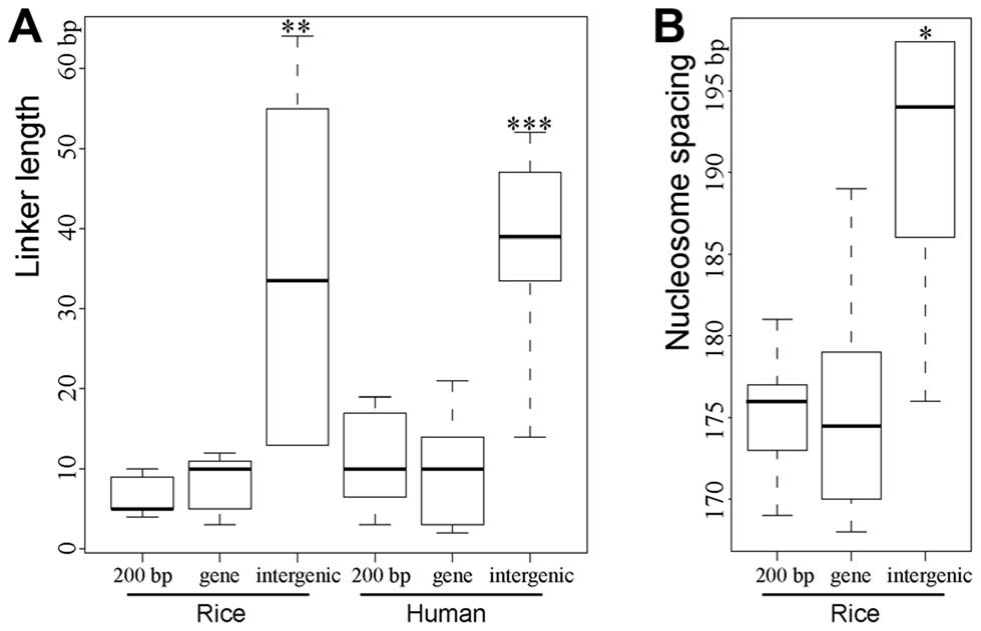
Boxplots of estimated lengths of linkers (A) and spacing (B) between the phased nucleosomes mapped close to DHSs. "***","**","*" indicated *p*<0.001, *p*<0.01, *p*<0.05, respectively, for the comparison of linker length/spacing between intergenic region and either regions within genes (“gene”) or in proximal promoters (“200 bp”).

A weakness of the above method of calculating linker length is that it is influenced by the severity of MNase digestion as MNase can either digest into the nucleosome core DNA or fail to completely digest the linker DNA. Thus, we used an alternative method to estimate the linker lengths in different genomic regions in rice. Since the position of the nucleosome center (dyad), which can be identified as the middle position of each paired-end read, is not affected by different levels of MNase digestion, we can calculate the spacing of between two adjacent nucleosomes using the midway point between paired MNase-seq reads rather than 5' ends. We found that the average spacing between two nucleosomes adjacent to intergenic DHSs was ∼191 bp (Figure 5B), which is significantly longer than the spacing between nucleosomes adjacent to DHSs in proximal promoters (175 bp) and genes (176 bp). The average spacing of nucleosomes associated with various histone modification marks was recently reported in human CD4+ T cells [5]. The average spacing of nucleosomes associated with H3K4me1 and H3K27ac, both euchromatin marks, are 178 bp and 179 bp, respectively. In contrast, the average spacing of nucleosomes associated with H3K9me3 and H3K27me3, both heterochromatin marks, are 205 bp [5]. Thus, linkers of nucleosomes in heterochromatin are significantly longer than the linkers of nucleosomes in euchromatin. These results are in agreement with the linker length difference in genic and intergenic regions observed in both rice and human genomes (Figure 5).

### Association of DHSs with phased nucleosomes in the human genome

We exploited the genomic datasets from the human genome to examine a similar association of DHSs with nucleosome positioning. Human CD4+ T cell line has been extensively used in epigenomics profiling, including histone modifications [31], nucleosome positioning [13], and DHS mapping [32]. We found that the relationship between DHSs and nucleosome positioning using datasets from the CD4+ T cell line was highly similar to the patterns observed in rice. The DHSs in proximal promoters (Figure 6A), genes (Figure 6B), and intergenic regions (Figure 6C) were flanked by phased nucleosomes. Interestingly, a similar shift between the forward and reverse MNase-seq reads was also observed in intergenic regions (Figure 6C).

**Figure 6:**
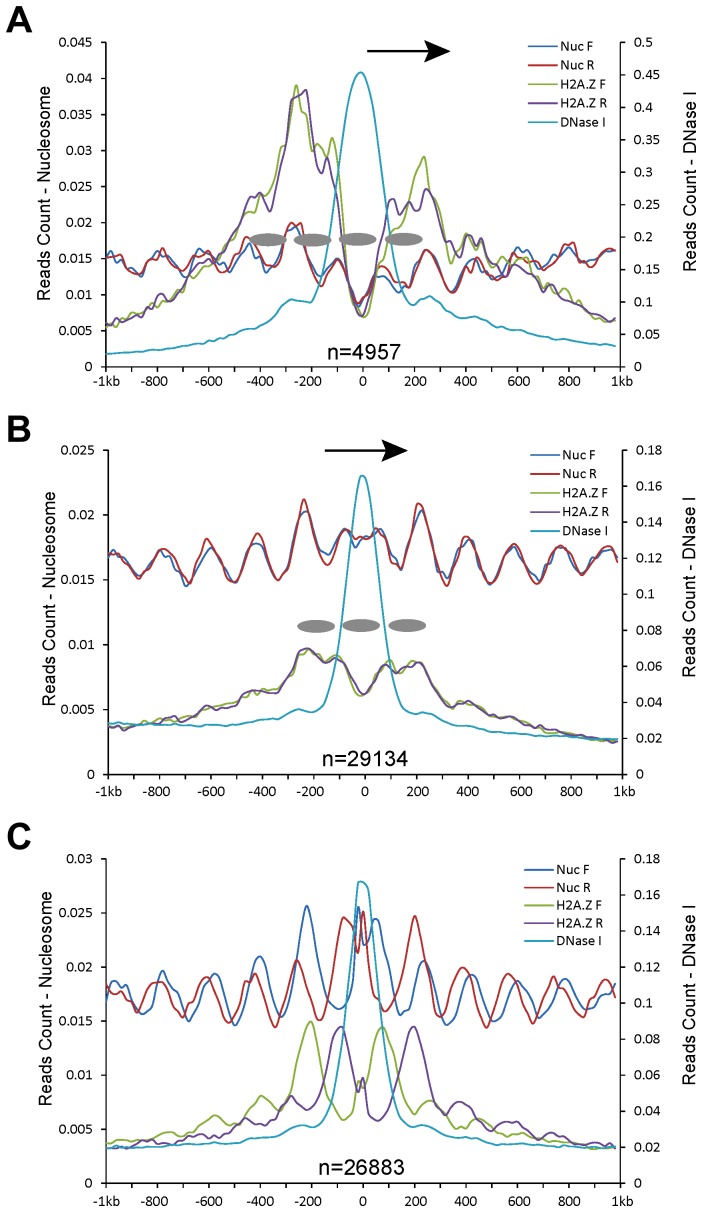
Patterns of nucleosome positioning around DHSs in the human genome. DHSs (data from CD4+ T cell line) were also divided into five different categories based on their genomic locations: **(A)** proximal promoters (within 200 bp upstream of a TSS); **(B)** within genes; and **(C)** intergenic regions. Y-axes show normalized MNase-seq reads (read number in per bp genome in per million reads). Zero on the x-axes indicates the most sensitive site of the aligned DHSs. Ellipses indicate phased nucleosomes with H2A.Z. Arrows in (A, B) indicate the direction of gene transcription.

Since H2A.Z-associated nucleosomes were found in regions that were previously thought to be nucleosome free, we investigated if DHSs in the human genome span H2A.Z-associated nucleosomes. Mapping of H2A.Z ChIP-seq dataset [31] together with DHS data [32] revealed a phased H2A.Z-associated nucleosome within DHSs in proximal promoters and genic regions in the human genome (Figures 6A, 6B). The intergenic DHSs tended to locate between two phased H2A.Z nucleosomes (Figure 6C). These results suggest that human DHSs span a phased H2A.Z nucleosome, which is also supported by previous data that a single H2A.Z nucleosome can be mapped within CTCF-binding sites in low-salt condition in the human genome [27]. The positions of the H2A.Z nucleosomes within human DHSs are highly similar to the implicated nucleosome within rice DHSs. Thus, we predict that the implicated nucleosome associated with rice DHSs likely contains H2A.Z, which serve as ‘place holders’ to facilitate binding of tanscription factors. The instability and dynamic replacement by regulatory proteins of these nucleosomes result in the DHSs in these genomic regions.

## Discussion

Genome-wide nucleosome positioning maps have been generated in several eukaryotes, including yeast [9], [11], [33]–[35], *Drosophila melanogaster* [12], *C. elegans* [36], humans [5], [10], [13], and *Arabidopsis thaliana* [37]. It has been well documented that only a subset of nucleosomes are phased in any genome. Most consistently, active genes form highly phased nucleosomes flanking the TSSs, which led to the suggestion that transcription may promote nucleosome organization [8], [38]. Proper function of the adenosine triphosphate (ATP)-dependent chromatin remodeling enzymes was recently found to be key for nucleosome positioning in yeast [39]–[41] and mammalian species [42]. It also suggests that transcription or the transcription initiation complexes do not play a direct role in nucleosome phasing surrounding TSSs [40], which is also supported by the fact that genes with poised Pol II in the human genome exhibited a similar pattern of nucleosome phasing to the expressed genes [13].

A barrier model was proposed to explain genome-wide nucleosome positioning [3], [43]. Nucleosomes can be organized passively at regular intervals surrounding a barrier. The barrier model can be used to explain the phased nucleosome arrays surrounding TSSs in that each TSS indirectly dictates a phased position for the next adjacent nucleosome. Whatever factors that determine spacing of nucleosomes in that context would then force the subsequent nucleosome to also be phased, and so on until an array of phased nucleosomes is formed. A barrier can only enforce its effect within a limited distance, resulting in the decay of nucleosome phasing away from the barrier. The effect of the barriers appear to be bidirectional since phased nucleosome arrays are formed on both sides of the TSSs.

Gaffney et al. (2012) recently mapped nucleosomes surrounding the binding sites of 35 different transcription factors in human lymphoblastoid cell lines. Strongly positioned nucleosome arrays were found to flank the binding sites, including those at least 1 kb away from a known TSS [10]. Phased nucleosome arrays were observed around the binding sites of other regulatory proteins, such as the mammalian insulator protein CTCF [5], [44] and repressor protein NRSF/REST [5]. Hughes et al. (2012) recently studied nucleosome positioning of *S. cerevisiae* strains containing large genomic regions from other yeast species [15]. Nucleosome-depleted regions (NDRs) fortuitously arose in coding regions of the foreign genomic sequences. Interestingly, these NDRs are associated with binding of TFIIB, an essential component of the RNA polymerase II core transcriptional machinery, and were flanked by phased nucleosomes [15]. These results are all in favor of the barrier model because the binding of a regulatory protein to both promoters and non-promoter regions can create a barrier for nucleosome organization. The regulatory proteins reported to be involved in nucleosome positioning include nucleosome remodelers and transcription factors, including activators, components of the preinitiation complex and elongating Pol II [6].

We demonstrate that DHSs in the rice genome are flanked by phased nucleosome arrays on both sides (Figure 1), which is highly similar to the nucleosome arrays flanking TSSs. Phased nucleosome arrays were associated with DHSs located in different genomic regions, including those inside of genes and intergenic regions. A similar association of DHSs with phased nucleosomes was also observed in the human genome (Figure 6). It has been well documented in different eukaryotes that DHSs represent regions associated with various regulatory proteins. For example, the binding patterns of 21 developmental regulators in *Drosophila* were quantitatively correlated with DNA accessibility in chromatin that can be measured by the DNase I sensitivity [45]. More strikingly, 94.4% of a combined 1,108,081 binding sites from all human ENCODE transcription factors fall within DHSs [23]. Similarly, we previously found that ∼90% of the binding sites of two of the best characterized transcription factors in *A. thaliana*, APETALA1 and SEPALLATA3, were covered by DHSs [46]. Thus, the association of DHSs with phased nucleosome arrays shows that the barrier model can be extended to an entire genome: any genomic region associated with regulatory proteins can serve as a barrier for nucleosome organization, and these regions can be either directly associated with transcription, such as promoters, or indirectly associated with transcription, such as the insulators. This model would also predict different nucleosome positioning profiles in different organs/tissues and in different developmental stages due to differential binding of regulatory proteins.

A DHS-based barrier can be permanent, such as the promoters associated with constitutively expressed genes, or be temporarily, such as binding sites of transcription factors associated with tissue- or organ-specific gene expression. Regulatory proteins can bind DNA tightly or loosely (or dynamically, with transient nucleosome formation in the same region), which may result in “hard” barriers or “soft” barriers. Hard barriers will result in well positioned and well phased nucleosome arrays; whereas soft barriers may result in “fuzzy” and less phased nucleosome arrays. In *Drosophila*, the binding sites of transcription factors that are flanked with strongly positioned nucleosome arrays were more sensitive to DNase I digestion and have more pronounced DNase I footprints [10]. These results support that the levels of transcription factor occupancy at the binding site determine the levels of positioning of the flanking nucleosome arrays, thus, the level of “hardness” of the barrier.

In summary, we demonstrate that DHSs located across the rice genome are flanked by strongly phased nucleosome arrays. We confirmed the same phenomenon in the human genome by analyzing publically available datasets. Our results support the barrier model for nucleosome organization as a general feature of eukaryote genomes. We propose that genome-wide nucleosome positioning in the eukaryotic genomes is orchestrated by genomic regions associated with regulatory proteins.

## Materials and Methods

### MNase-seq

Rice cultivar “Nipponbare” seeds were germinated at room temperature for three days. Germinated seeds were then sowed in soil to continue to grow in the greenhouse. The seedlings continued to grow for two weeks under 12 hrs day/night cycles and 32°C/27°C corresponding to day and night, respectively. The seedlings were then harvested for nuclei isolation, the same growing stage/condition used for developing DNase-seq and RNA-seq datasets previously [24]. The nuclei were then digested with a series of concentrations of micrococcal nuclease (MNase). The MNase-digested DNA was separated using 2% agarose gel containing ethidium bromide and visualized under UV light. Nuclei were digested into ∼80% nucleosome monomers and ∼20% dimers. The mono-nucleosomal DNA was then excised from the gel and purified using a gel purification kit (Qiagen, 28006). The purified DNA was used for MNase-seq library development, including end blunting, adding “A” base to the blunt DNA fragments, ligating “A” tailed DNA fragments with either single-end adapter or pair-end adapter, and enriching ligated DNA fragments by PCR. The final, amplified DNA was purified and sequenced with 36 bp SR (single reads) or PE (paired end) using Illumina sequencing platforms.

### Data analysis

We mapped the MNase-seq reads to the rice genome (TIGR release 5) using MAQ software [47] with default parameters (except 1-bp mismatch allowed). Only the reads aligning to a unique position in the rice genome were used for further analysis. DNase-seq and RNA-seq dataset were generated from our previous work [24]. Methods for mapping DNase-seq and RNA-seq reads were described previously [24]. We used the same methods to analyze datasets from human CD4+ T cell line, including DNase-seq dataset [32], MNase-seq dataset [13], and H2A.Z ChIP-seq [31]. All sequence reads from human CD4+ T cell line were aligned to human genome build 37 of NCBI using MAQ software using default parameters (except 1-bp mismatch allowed). We used F-seq [48] with 200-bp bandwidth parameter to identify rice DHSs. To control the FDR of the identified DHSs, we generated 10 random datasets each containing the same number of sequence reads as our DNase-seq dataset. The FDR was calculated as ratio of DHSs identified from random datasets to DHSs identified from the DNase-seq dataset. We controlled the FDR<0.05. We used the same method and parameters as Boyle et al. [32] to identify the DHSs in human CD4+ T cell line. We employed nucleR [49] to predict phased nucleosomes based on pair-end MNase-seq data using nonparametric method. We removed all fragments >200 bp (distance between the paired reads) and trimmed the fragments to the middle 40 bp to remark the position of dyad. The dyad positions were transformed by Fast Fourier Transform to show distribution of nucleosomes in Figure 3 and to identify the phased nucleosomes. The programs for data processing and statistical test were written in Perl or R (http://www.r-project.org/).

### Accession numbers

MNase-seq data has been deposited to NCBI under accession number GSE53027.

## Supporting Information

Figure S1 Patterns of nucleosome positioning around DHSs in the rice genome. The nucleosome positioning profiles were shown around the DHSs located in (A) proximal promoters (within 200 bp upstream of a TSS); (B) distal promoters (200–1000 bp upstream of a TSS); (C) within genes; (D) downstream regions of genes (within 200 bp downstream of gene transcription); (E) intergenic region and (F) 10,000 randomly selected genomic regions. Y-axes show normalized reads (read number in per bp genome in per million reads) within 1 kb upstream and downstream around the DHSs. Ellipses indicate the nucleosomes within (grey) and outside (black) of DHSs. Arrows in (a-d) indicate the direction of gene transcription. Paired MNase-seq reads were used in mapping nucleosome positioning.
(PDF) Click here for additional data file.

Figure S2 An illustration of mapping phased nucleosomes with different linker lengths. After MNase digestion, linker DNA was presumably digested and the remaining DNA fragments wrapped on nucleosome core were included in library construction. 

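The length of the DNA left on the nucleosome core can be read from single-end reads, because forward reads start at one edge of the core and reverse reads at the other. Every forward 5' end was paired with the reverse 5' ends downstream. The most frequent length from end to end was 148 bp, on the genome and on each of the 12 chromosomes. Pairs at this length were 1.80 times as frequent as pairs at distances of 400 to 900 bp, and 1.57 times with reads at the same position and strand counted once. Shorter lengths from end to end had further maxima at 97, 108, 118, 129 and 139 bp, a mean step of 10.5 bp. They join ends of different reads and need not be lengths of fragments. Ends on one strand, whose distances hold no core length, had maxima at 9, 30, 39, 51 and 60 bp without smoothing. With reads at the same position and strand counted once, forward to reverse ends had another maximum at 168 bp. Distances between 5' ends on one strand give the spacing from nucleosome to nucleosome without regard to the core length. Their first maximum after 120 bp lay at 181 bp. The 12 chromosomes gave values from 176 bp on chromosome 10 to 185 bp on chromosome 9 (SD 2.39 bp). Further maxima followed at 373 and 568 bp. These values cover the genome as a whole and were not split by DHS or gene.

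**Figure D3:**
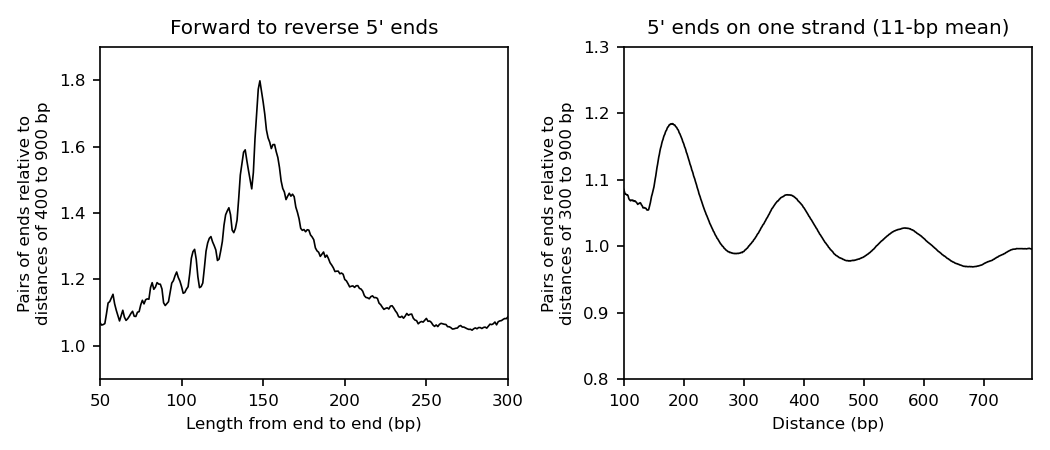
Pairs of 5' ends of single-end MNase-seq reads, relative to distant pairs, by length from forward to reverse end (left, bp) and by distance on one strand (right, bp, mean over 11 bp). The left curve peaks at 148 bp, with smaller maxima below it, and the right curve peaks at 181, 373 and 568 bp.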

Longer linkers between adjacent nucleosomes may cause a shift between the sequence reads derived from the forward and reverse strands, respectively.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

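Both forms of MNase-seq data from leaf tissue of 2-week-old rice seedlings were used, 1 biological replicate in each form. The first replicate was sequenced as single-end 36-bp reads in 2 technical replicates. The authors aligned the reads to TIGR release 5 with MAQ, allowing 1 mismatch, and deposited the positions of 26516807 uniquely mapped reads, pooled over the technical replicates. The paper's text does not name the version of MAQ or a filter on repeated reads. The second replicate was sequenced as read pairs, from which the authors called nucleosomes with nucleR after removing fragments over 200 bp and trimming to the middle 40 bp. The deposited score of each of the 3456855 calls comes from nucleR as the authors ran it, and the paper's text does not define its threshold or scale. A second deposited list of calls was identical to the first and was not used.

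From the positions, 5' ends were counted per base and strand with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Profiles covered 1 kb on each side of 10000 regions in 20-bp windows. The circular-shift permutation test compared the summed Fourier power at periods of 154 to 222 bp with 100000 resamples in which the profile of each region was shifted at random. Centres of nucleosomes were taken 73 bp inside the 5' ends. Spacing was the first maximum after 120 bp of the distances between ends on one strand, smoothed over 11 bp. Protected length was the maximum, without smoothing, between 80 and 300 bp of the distances from forward to reverse ends. That range, the lack of smoothing and the width used to find maxima were set after a first look at the distances. Smoothing over 11 bp in that look had given a slightly greater length. Spacing of calls was the median of distances of 120 to 250 bp between centres of adjacent calls. The paper's count at IPA1-binding sites was compared with shares of random regions by an exact binomial test, which carries no weight where the sites were not recounted with the same calls.

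The statistics were tested on simulated data with known answers. Protected length (147 bp) and spacing (190 bp) were recovered as 147 and 190 bp, and a share of 35.7% by formula as 35.7%. The simulated protected length was read after smoothing over 11 bp, so the maximum without smoothing was not itself tested. The circular-shift test called 100% of 20 simulated sets of aligned arrays. Among 1000 sets of uniform reads it called 4.8% at a threshold of 0.05. Among 1000 sets of regular arrays without alignment it called 9.5%, above the nominal rate. The reason was not tested. An alternative that moves each region along the chromosome called 4.7% of the same sets. It was added after this was seen and was run with 10000 resamples on the profiles around random regions, calls and gaps.

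The density of 71.3 single-end reads per kb gives 70.6 forward reads per random region, so that single regions carry few reads and results are means over many regions. Intervals cover counting error only, since reads without molecular identifiers need not be independent molecules. No comparison between conditions was possible, as both libraries came from the same tissue and stage. Which alternatives were tried, and their effect, is given in the closing section. The region of Fig. 3 was placed in the coordinates of the calls by comparing the drawn density track with the single-end reads. The matching of drawn nucleosomes to calls was tried before the density track, and by itself did not single out one place in the genome.

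Named in the text are the gene and the calls of Fig. 3, the chromosomes with the highest and lowest values, and the 3 regions of 10 kb with the most single-end reads, by a rule set before the data were examined. DHSs, RNA-seq data, IPA1-binding sites and human data were not analysed here, so conclusions that rest on them have no values. The gene table at hand names the assembly ASM3414082v1, another build than that of the reads, so profiles around TSSs were not computed.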

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

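Both tests in this part were chosen after the read numbers had been seen. The 3 regions of 10 kb with the most single-end reads lie outside the loci that the paper discusses. Chromosome 4 from 15610000 to 15619999 held 3751 reads, 5.08 times the median of 738 reads over 37201 bins. Chromosome 12 from 20480000 to 20489999 held 3337 reads (4.52 times the median) and chromosome 4 from 15600000 to 15609999 held 3250 reads (4.40 times). The 95th percentile of all bins was 1137 reads. There was no control library to compare with. They drew attention because they hold a signal far above other bins in sequence that the paper does not report on.

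Copies of the same fragments do not account for the excess as a whole. Repeated reads were more frequent there (36.1%, 34.3% and 33.7%, against 14.5% in the genome). With reads at the same position and strand counted once, the regions still held 3.77, 3.45 and 3.39 times the median. Whether the reads come from DNA not wrapped in nucleosomes could not be settled. Ends of opposite strands at the protected length were 1.27, 1.14 and 1.26 times as frequent as at larger distances. In 200 bins above the median this ratio had a median of 1.51 and a 5th percentile of 1.25, so that 1 of the 3 regions was under it and the others were just above. A repeat with more copies in the plant than in the assembly was not tested, and the design gives no condition from which a biological explanation could be tested.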

How the results depend on the processing

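Alternatives were set before the data were examined unless marked as added. Of 65 such alternatives over 12 results, 54 kept the direction and the side of the threshold, moved a value by less than its spread, or, for the number of calls in the region of Fig. 3, which has no spread, stayed within 1.5 times. Of 15 added after seeing the data, 9 did so. These tallies are no measure of robustness. They include settings around random regions and shares judged against the paper's fixed count, which bear on neither stability nor the sites. The tally of 54 also includes leaving out single chromosomes for the spacing of calls, where every chromosome gave 159 to 160 bp.

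The amplitude around random regions on the forward strand (1.21%, permutation p = 0.025) was no longer past 0.05 with 100000 regions (0.289%, permutation p = 0.28), with repeated reads counted once (1.01%, permutation p = 0.056) and in 10 other draws (0.606% to 1.06%). Random positions are not aligned on any feature by construction, so an amplitude past 0.05 around them can only be a chance result, and none of these settings bears on its stability. The p stayed under 0.05 in 10-bp and 50-bp windows, without the 1% of regions with the most reads, and with regions moved along the chromosome (permutation p = 0.027), an added alternative. The reverse strand was past 0.05 in none of these. The amplitudes around calls and around gaps were past 0.05 on both strands under each alternative run. The maximum at the call and the dip at the gap are part of these profiles. Passing the test therefore does not by itself show oscillation beside them. Around calls the amplitude ranged from 4.55% with all calls to 47.3% with the 1% of highest score, and around gaps from 9.28% to 24.7%.

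The share of random regions overlapping a call stayed above the paper's share at IPA1-binding sites under each alternative set before the data were examined but one, from 40.6% to 98.7%. It fell below with the 10% of calls with the highest score (19.0%), where fewer calls count by construction. Of 3 added combinations, the highest 10% with a call beside but not on the position gave 8.60%, the highest 10% with the central 40 bp of each call gave 12.8%, and the highest 25% with the centre inside the region gave 22.0%, all below the paper's share at the sites. The paper's count at the sites is fixed in these comparisons, so the change of direction follows from the calls admitted and shows nothing about the sites against random regions.

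The spacing of calls (159 bp) moved beyond the SD over chromosomes (0.389 bp) when the distances, the summary or the calls were chosen in another way. It was 131 bp with distances of 100 to 300 bp. With the 50% of calls with the highest score it was 174 bp, and with calls that overlapped no other 169 bp. As a mode it was 123 bp on every chromosome, the lowest value that the search could return. That value marks the limit of the search and not a spacing. Added alternatives with the highest 10% of calls gave 180 bp, and 171 bp as a mode. The cause of the other shifts was not tested. Leaving out any chromosome gave 159 bp. In the region of Fig. 3, the number of calls fell from 62 to 28 at the labelled coordinates with the 50% of calls with the highest score, and from 74 to 28 at the added placement. The placement itself took the number from 62 to 74, within 1.5 times, but from the 14th to the 50.6th percentile of random windows. The rank correlation between score and single-end reads rose from 0.417 to 0.542 with calls that overlapped no other call, and the cause was not tested. Protected length and spacing from single-end reads stayed within their spread under every alternative run. Smoothing was not among the alternatives for protected length.

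The profile around TSSs and its 2 alternatives were not run, since gene positions on the build of the reads were not used here. No paired analysis was possible because the libraries share no replicate number. No replicate could be left out with 1 biological replicate in each form. The depth limits the amplitudes that can be told from none. With 10000 regions, shifted profiles reached 1.14% in 5% of the resamples, and with 100000 regions 0.358%.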

Differences from the paper's values

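The share of random regions overlapping a phased nucleosome was 91.1% with all deposited calls, against the paper's 24.3%. Of the alternatives set before the data were examined, calls in the highest 10% of the score gave 19.0%, within 1.5 times of the paper's value, and the other alternatives did not come as close, with 40.6% to 98.7%. A combination chosen after seeing the values, the highest 25% of calls with the centre inside the region, gave 22.0%. No setting that was run gave 24.3% itself.

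Fig. 3 draws about 31 phased nucleosomes, as counted from the picture, and 62 calls had their centre in the region at the labelled coordinates. With the 50% of calls with the highest score there were 28, within 1.5 times of the drawn number, and with calls that overlap the region by 1 bp or more there were 64. At the labelled coordinates, 7 of the drawn nucleosomes lay within 20 bp of a call, where random places on chromosome 8 had 11.7 ± 3.15 (SD over 10000 places). Placed 6328 bp nearer to the start of the chromosome, which was chosen after seeing the values, 27 did. That offset had been picked as the best within 150 bp of the place given by the density track. The same kind of search at 1000 random places, in steps of 5 bp, found as many as the 26 it found here at 1 of them. At that place, 17 of 28 calls in the upper 50% of the score lay within 20 bp of a drawn nucleosome, and 10 of 46 calls in the lower 50% did (Fisher's exact test across calls, two-sided, p = 0.0011).

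The level of the random profile, about 0.0027 in Fig. 1F read by eye, was 0.00266 here when counted as RPM over the reads of the strand and 0.00133 over the reads of both strands. The paper's text does not state which of these the axis uses.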

Other observations

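The tests on the skew of the maximum and on reads around calls without a read were set down before their values were computed, and the other tests in this part after the pattern was seen. No condition in the design bears on these patterns, so no biological explanation was tested against a condition.

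Around gaps of 60 to 300 bp between adjacent calls, the reads of the other library oscillated. There were 265317 such gaps with a median of 93 bp, and 10000 were drawn. The amplitude was 13.9% on the forward strand and 14.1% on the reverse strand (permutation p = 1e-05, the smallest the shifts can give). The dip at the gap is part of these profiles, so oscillation beside it is better read from the swings below. Density at the centre of a gap was 42.9% of the mean. Gaps in sequence to which no read maps uniquely are not the whole cause, since around 10000 gaps drawn from the 199679 (75.3%) that held a whole read the amplitude was 14.8%. The swing from maximum to minimum fell with distance, from 31.2% of the mean at 105 bp to 22.9% at 285 bp, 16.5% at 475 bp, 7.65% at 665 bp and 4.39% at 865 bp (bootstrap SD 0.854 to 1.33). Around 10000 gaps drawn from the 65638 that held no whole read, the swing did not fall from the start. It was 12.7% at 115 bp and 22.0% at 275 bp, and fell to 12.5% at 475 bp. These gaps were chosen by the same reads that the profile counts, so the choice may itself lower the first swing. The fall around gaps as a whole is what the barrier model predicts, but it is no evidence for a barrier in the gap. Around single calls, with no gap required, the swing fell too, from 48.2% to 23.2%, a ratio of 0.481. Any alignment on positioned nucleosomes may give such a fall.

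The maxima of distances between ends on one strand lay 192 and 195 bp apart after the one at 181 bp, so the first interval was the shortest of the 3. A falling background was not the cause by itself, since the maximum stayed at 181 bp after subtraction of a line through the adjacent minima. A candidate explanation is that linkers vary in length with a lower limit, which makes the most frequent distance shorter than the mean. The maximum was skewed as this predicts. It was 26 bp wide at 50% of its height below the maximum and 41 bp above, and the midpoint lay at 188.5 bp (SD over chromosomes 0.764). This is a hypothesis, and other causes of skew were not tested.

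Spacing from single-end reads was compared between 10-kb bins with few and many reads, in 4 groups by read number. Bins without a read and the 1% of bins with the most reads (above 1300) were left out. The spacing was 176, 178, 179 and 181 bp from the group with the fewest reads (9326 bins) to the group with the most (8874 bins, 910 to 1300 reads). After subtraction of the line it was 181, 181, 184 and 182 bp. Compared on the same 12 chromosomes, the group with the most reads had a maximum 4.33 bp above that of the group with the fewest (SE 1.47, higher on 9 chromosomes, exact sign-flip test, two-sided, p = 0.0137). With repeated reads counted once the difference was 2.17 bp (SE 1.09, higher on 7, exact p = 0.0859). The midpoint at 50% of the height was 2.42 bp higher (SE 0.553, higher on 11, exact p = 0.00342), and 2.67 bp higher with repeated reads counted once (SE 0.569, higher on 10, exact p = 0.00195). Spacing may thus be shorter where reads are few, but the maximum with reads counted once leaves this open. Chromosomes of 1 library are not replicates, and differences in unique mapping between the bins were not tested.

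Ends 1 bp apart on one strand were 2.79 times as frequent as ends 300 to 900 bp apart. Reads repeated at one position are not the whole cause, since the excess was 2.18 with such reads counted once. A preference of MNase for certain bases was not tested, as the genome sequence was not used here.

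Among the 1% of calls with the highest score, 11.2% had no single-end read within 20 bp of the centre, although the mean was 11.2 reads. The 500 bp on each side of such calls held 15.7 single-end reads per kb, and 20.8% of these calls had none at all. Around the other calls of this class there were 73.6 per kb. This is consistent with sequence to which single 36-bp reads do not map uniquely but to which read pairs can be placed. Other local causes of missing reads in 1 library were not tested.

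The density track of Fig. 3 matched a place on chromosome 8 other than the labelled one (correlation 0.710, against 0.588 for the best place on any other chromosome and 0.559 for the next on chromosome 8). This is consistent with an axis displaced from the coordinates of the deposited calls. Whether another version of the assembly or another step displaced it was not tested.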
